A study of Mus musculus with 4 samples. Its data were reported in "Mesenchymal WNT signaling coordinates epithelial and mesenchymal differentiation in the developing murine ureter" (2026).

How the data were processed

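Expression was measured in ureters of wild-type NMRI mouse embryos (E12.5) that were kept as explants with IWP-2 (10 µM, 18 h) or with the solvent DMSO as control. IWP-2 blocks Porcupine, the enzyme that adds the lipid WNT ligands need for their secretion, and so lowers WNT signalling in all cells of the explant. The series holds 4 two-colour Agilent arrays. On each array RNA of 1 pool of treated ureters was hybridised against RNA of 1 pool of control ureters. Per the labels, the treated RNA carried AlexaFluor647 (red) on arrays 1 and 3 and AlexaFluor555 (green) on arrays 2 and 4, so that the dye order was balanced. The labels count the 4 arrays as 4 replicates, and the replicate number names an array here.

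The authors scanned the arrays and ran Agilent Feature Extraction 10.7.3.1 (protocol GE2_107_Sep09), and the deposited scanner files give for each spot an intensity per channel. The mean spot intensity and the median local background intensity in these files are raw values. The processed intensity of the same files was, per the file headers, background-subtracted, spatially detrended and dye-normalised within the array. The log10 ratio deposited for each spot is that of the processed red over green signal, and it was used only to check the direction of the ratios (Pearson r of 0.987 across the spots of array 1). The authors also deposited a series table with 1 signed fold change per probe and array, rounded to 1 decimal, whose normalisation is not stated. Across 20658 bright probes its log2 values followed the treated over control ratio of the processed signals of the same array with r of 0.988, 0.992, 0.992 and 0.991. This sets its direction, and it served as an alternative only. The study itself filtered normalised data for an intensity over 100 and a fold change over 2 in each array, and its methods name no test for the arrays.

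Each array holds 174979 spots, of which 157716 carry gene probes, 17214 are negative controls and 49 are other controls. The 39429 gene probes are printed in 4 spots each. The raw intensities were read into limma 3.58.1 (R 4.3.3), corrected with normexp over all spots (offset 50) and normalised by loess within each array (span 0.3). Control spots were left out before the loess step. Spots marked as outliers by Feature Extraction, 3.01% to 3.38% of the gene spots of an array, had no weight in it. These outlier spots were then left out, and the remaining spots of a probe were averaged. No spot was saturated. Between 75.1% and 80.0% of the probes were well above background in a channel. The offset of 50 draws the ratios of dim probes towards 0, so that their changes are understated.

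A gene was tested if its probe was well above background in the control channel of all 4 arrays or in the treated channel of all 4 arrays. A channel of an array met this if more than 0.5 of the probe's spots did. Of several probes of a gene the brightest stood for it. This left 29943 probes and 22461 genes. The names are those of the array design. Of these genes 17852 have a symbol or synonym in the RefSeq gene table, and 18977 carry a name rather than a transcript identifier. Probe positions are those of the files, on the mm9 build. No annotation of that build was used here, so that no exon or untranslated region is assigned.

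The log2 ratios were fitted with limma (lmFit and eBayes) on the direction of treatment, with a dye term for each gene, over all 4 arrays. Adjusted p denotes the two-sided limma p after Benjamini-Hochberg correction over the 22461 genes, with 0.05 as the threshold. Fold changes are log2 values of IWP-2 over control. Each is given as the mean of the 4 arrays with the SD between arrays, which still contains the dye effect that the fit removes. The study's filter was applied to the processed intensities, with the brighter channel of the array as the intensity and with 29924 gene names, and involves no test. A gene not well above background on any array of 1 group has only a bound there. This was set from channel values after loess and Aquantile normalisation, as the mean of the bright group against the higher of the dim probe's own value and the lowest signal of any probe well above background.

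Altogether 21 gene lists with 162 members were written down together with the tests, the alternatives and the rule for naming genes before the data were examined. Lists were tested with camera (inter-gene correlation 0.01), with adjustment over the 21 lists. The tests fry and camera with an estimated correlation were run beside it. Of the members, 160 were tested, while Wnt2b and Lmod1 were not well above background. A few genes are not described here. Apart from these, the text names all members of the lists WNT targets and SHH-FOXF1-BMP4 axis, the 10 largest falls and the 10 largest rises among genes with a name, past the test, changed alike on 4 of 4 arrays, and members of the other lists that passed the test. A gene with only a bound in 1 group was not ranked. Genes named outside this rule are marked where they appear.

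The alternatives were another normexp offset (16), no background subtraction, processed signals, the series table, median centring, 2 other filters on dim probes, no dye term, the mean of all probes of a gene, a trended and robust eBayes, array weights, the 8 channels as separate samples, 2 dye-swapped pairs of arrays, and each array left out in turn. All arrays lie on 1 slide that was read in 1 scan, so that neither could be a block.

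The scripts were tested on simulated arrays with the spot numbers, backgrounds and brightness of the real ones. With 200 genes changed by 0.5, 1 or 2 on the log2 scale among the 22461 genes of the comparison of IWP-2 with control, 199 were found with the right sign and 4 unchanged genes were called. The fitted changes were 0.869 of the simulated ones, as the offset shrinks them. With no gene changed, 0 were called and 5.10% had an unadjusted p under 0.05. None of 20 random lists of 15 genes passed camera or fry in either simulation. The simulated genes varied independently of each other, so this does not test the lists under correlation between genes. Changes smaller than 0.5 were not simulated. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.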

Results

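The data are 4 two-colour arrays of cultured E12.5 mouse ureters, each with 1 pool treated with IWP-2 (10 µM, 18 h) in one channel and 1 control pool in the other. They address which genes of the early ureter depend on WNT signalling within this time. The median raw intensity of the gene spots lay between 368 and 711 in the control channels and between 385 and 694 in the treated channels. The median local background lay between 28 and 77. Across the 22461 genes tested, the log2 ratios of IWP-2 over control correlated between arrays with Pearson r of 0.624 to 0.831. These are correlations across genes, which are not independent replicates. The r was highest for the pairs with the same dye order, at 0.798 for arrays 1 and 3 and 0.831 for arrays 2 and 4. Over the 204 genes with the largest changes, named below as the 2-fold set, r was between 0.961 and 0.979. The SD between arrays had a median of 0.11 over all genes and 0.18 over the 2-fold set. For the dye term itself 0 genes passed the threshold, with a lowest adjusted p of 0.122, while 4236 genes (18.9%) had an unadjusted p under 0.05.

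To find the genes that respond to IWP-2, all 22461 genes were tested with limma. Of these, 3355 were lower and 4063 were higher with IWP-2, together 33.0% of the genes. Most of these changes were small. The median size was 0.25 on the log2 scale, 91.1% were below 1.5-fold, and 683 of the genes did not have the same direction on all 4 arrays. At least 2-fold lower and past the test were 165 genes, and at least 2-fold higher and past the test were 39 genes. These 204 genes all had the same direction on 4 of 4 arrays, and 8 of them have no gene name. A change of at least 4-fold was found for 26 genes that fell and 1 that rose. The counts without a limit on size depended most on the values used: with the series table of fold changes, 2050 genes were lower and 1833 higher. The counts of 2-fold genes moved most with the processed signals, to 255 lower and 95 higher, and all genes of the 2-fold set were among these.

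**Figure D1:**
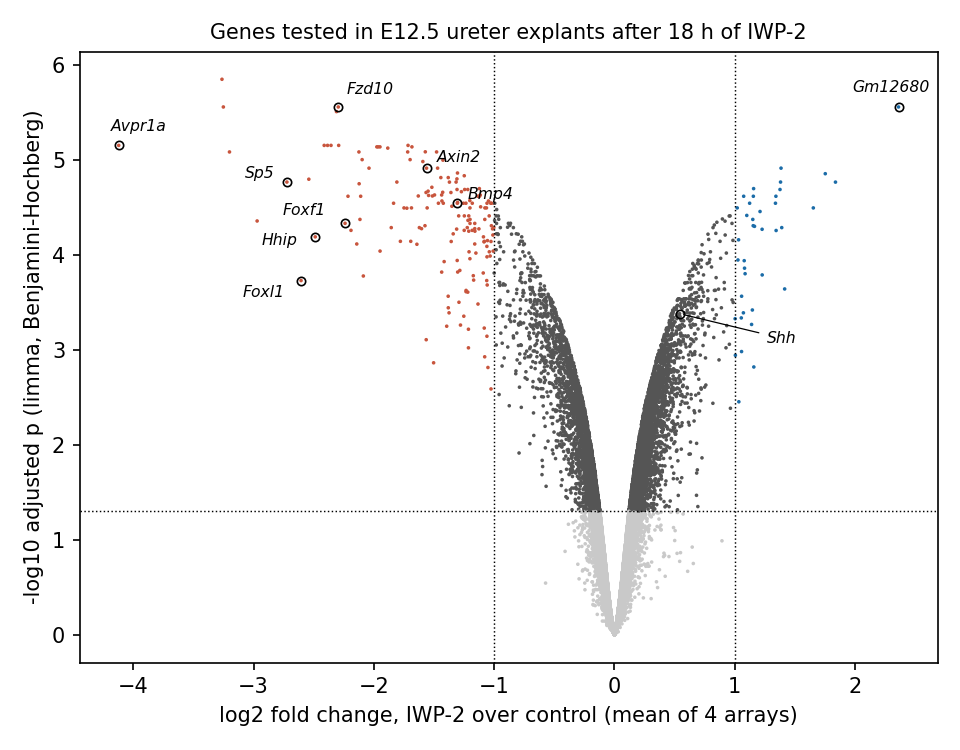
Each point is 1 of the 22461 genes tested, with its log2 fold change of IWP-2 over control on the x axis and -log10 of the adjusted p from limma on the y axis. Dotted lines mark the thresholds, and the 165 genes in red and 39 genes in blue are those at least 2-fold lower and at least 2-fold higher.

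The study's own filter, an intensity over 100 and a change over 2-fold on each array, was passed by 96 lower and 21 higher genes of 29924. All 96 and all 21 were also in the 2-fold set. It was most sensitive to the limit on fold change: with 1.5-fold on each array, 195 genes were lower and 103 higher. With arrays 1 and 2 alone the filter passed 106 lower and 34 higher genes, and with arrays 3 and 4 alone 142 and 26.

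The largest fall was that of Avpr1a (chromosome 10, 121890135 to 121890194), the gene of a vasopressin receptor, at -4.12 ± 0.23 (SD, n = 4) with an adjusted p = 7.09e-06, a 17.4-fold difference. Car3 at -3.26 ± 0.31, Thy1 at -3.25 ± 0.16, Hdc at -3.20 ± 0.23 and Penk at -2.97 ± 0.44 followed. The next were Sp5 at -2.72 ± 0.28, Foxl1 at -2.61 ± 0.53, Epha8 at -2.54 ± 0.20, Hhip at -2.49 ± 0.41 and Ptger2 at -2.41 ± 0.13. The adjusted p of these 10 genes was between 1.43e-06 for Car3 and 0.000187 for Foxl1. The rises were smaller. Gm12680 (chromosome 4, 85428217 to 85428276) rose most, by 2.36 ± 0.19 (SD, n = 4) with an adjusted p = 2.80e-06. Tcerg1l rose by 1.84 ± 0.14, Slc38a5 by 1.75 ± 0.15, Cd55 by 1.65 ± 0.19 and Aspn by 1.42 ± 0.29. Pcdh8 rose by 1.39 ± 0.18, 1110032F04Rik by 1.39 ± 0.12, Dmrt2 by 1.38 ± 0.09 and Tcf24 by 1.38 ± 0.08. The largest adjusted p among them was 0.000230, for Aspn. The 10 largest falls and the 10 largest rises passed the test under each of the 17 alternatives that refit single genes. Notumos (chromosome 11, 120523011 to 120523070), a transcript near Notum, was not well above background with IWP-2 on any array and was lower by a bound of -2.32 on the log2 scale. It was the only gene with a bound of 2-fold or more among 41 genes past the test that were measured in 1 group alone.

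**Figure D2:**
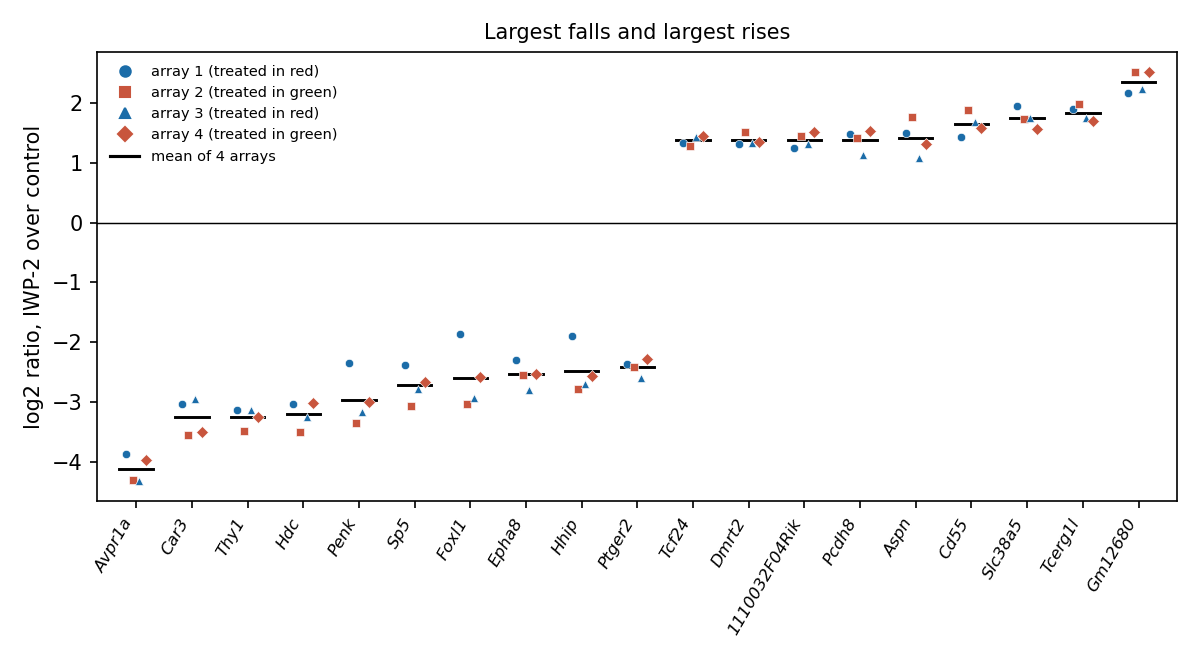
Log2 ratios of IWP-2 over control on each of the 4 arrays (symbols, coloured by dye order) and their mean (line) for the 10 genes with the largest falls and 9 of the 10 with the largest rises. Avpr1a lies lowest with a mean of -4.12 and Gm12680 highest with 2.36, and all arrays lie on the same side of 0 for each gene.

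Whether the compound lowered WNT signalling was read from a list of 14 WNT target genes. Of these, 11 were lower and 0 higher over all genes tested, and 13 were lower when adjusted over the list alone. The median was -1.39, with -1.30, -1.43, -1.34 and -1.35 on arrays 1 to 4 (SD 0.06), and the list passed camera (adjusted p = 3.56e-11). Because the study picked 5 of these genes from the same arrays, the count adjusted over the list alone is not independent evidence. The other 9 genes had a smaller median of -0.44 and still passed camera (adjusted p = 1.06e-05). This was the alternative that moved the median most. Axin2, a feedback inhibitor of the pathway that is read as a general reporter of it, fell by 1.56 on the log2 scale (SD 0.09, n = 4, adjusted p = 1.23e-05). Its probe lies on chromosome 11 at 108812034 to 108812093, and a second, dimmer probe at 108803927 to 108803986 fell by 0.59. Sp5 changed by -2.72 ± 0.28, Fzd10 by -2.30 ± 0.12, Apcdd1 by -1.72 ± 0.16, Nkd1 by -1.59 ± 0.08, Dkk2 by -1.50 ± 0.11, Lef1 by -1.47 ± 0.16 and Tcf7 by -1.31 ± 0.05. Smaller falls past the test were found for Notum (-0.72 ± 0.29), Lgr5 (-0.44 ± 0.12) and Tbx3 (-0.36 ± 0.12). The changes of Tbx2 (-0.13 ± 0.11, adjusted p = 0.0945), Znrf3 (-0.12 ± 0.16, adjusted p = 0.0853) and Rnf43 (0.05 ± 0.15, adjusted p = 0.564) did not pass. Lgr5 lost the call with the series table (adjusted p = 0.0685).

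A second list of 12 genes asked whether WNT inhibition lowers the SHH-FOXF1-BMP4 axis, in which SHH from the epithelium acts on the mesenchyme through PTCH1, SMO and the GLI factors and FOXF1 induces BMP4. Over all genes tested 8 members were lower and 1 was higher, with the same counts when adjusted over the list alone. The median was -1.25 (camera adjusted p = 8.02e-05), with -0.82, -1.33, -1.27 and -1.32 on arrays 1 to 4 (SD 0.24). The 8 members that fell are those the study picked from these arrays, so that the list is not independent evidence. Apart from the arrays, the study reported lower Ptch1, Hhip, Foxf1 and Bmp4 by quantitative PCR in ureters treated alike. The remaining 4, Shh, Gli2, Gli3 and Smo, had a median of 0.04 and did not pass camera (adjusted p = 0.457). Foxl1 at -2.61 ± 0.53, Hhip at -2.49 ± 0.41 and Foxf1 at -2.24 ± 0.31 (SD, n = 4) changed most. The Foxf1 probe lies on chromosome 8 at 123611944 to 123612003 and had an adjusted p = 4.69e-05. Gli1 at -1.50 ± 0.53, Foxf2 at -1.38 ± 0.07, Bmp4 at -1.31 ± 0.12 and Ptch1 at -1.20 ± 0.28 were also lower. Gli1 lost the call with the series table (adjusted p = 0.0772). Bmp4, measured by a probe on chromosome 14 at 47003391 to 47003450, had an adjusted p = 2.88e-05. Shh itself was higher, at 0.54 ± 0.09 (adjusted p = 0.000418). Gli2 (0.00 ± 0.13), Gli3 (0.07 ± 0.18) and Smo (-0.08 ± 0.04) did not pass the test.

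**Figure D3:**
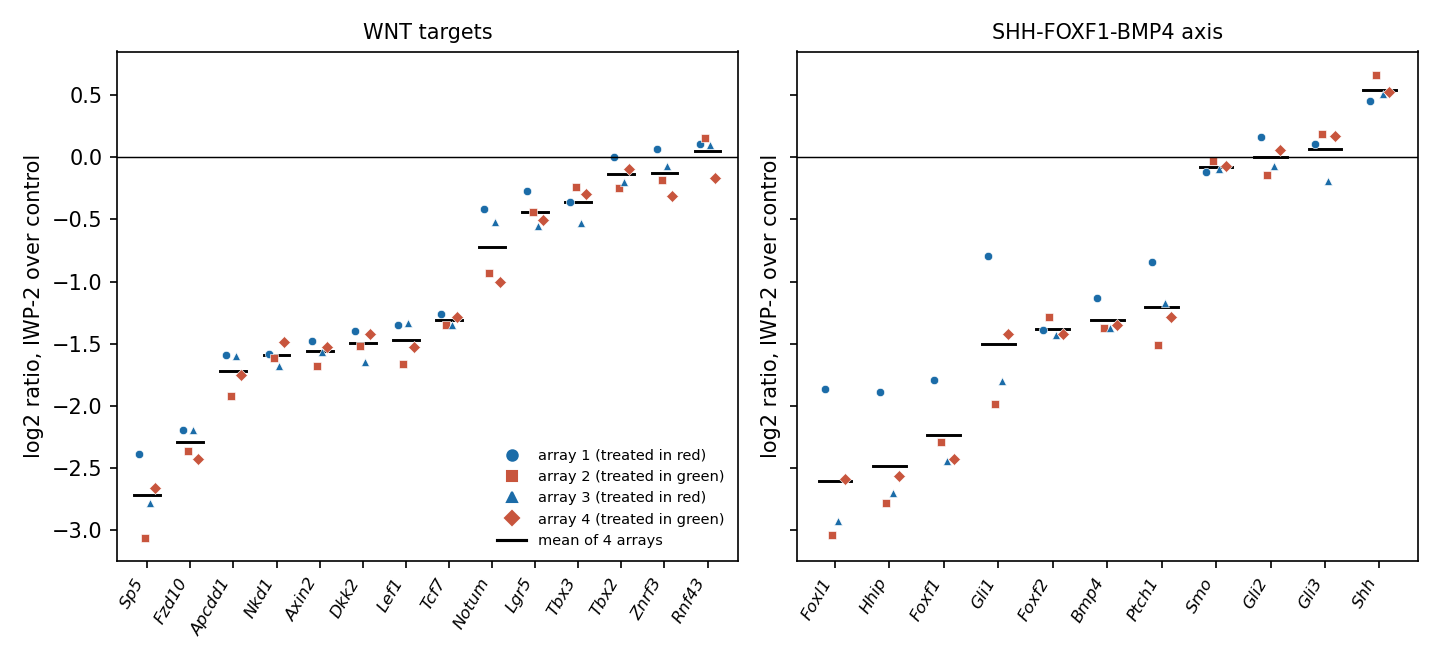
Log2 ratios of IWP-2 over control on each of the 4 arrays (symbols, coloured by dye order) and their mean (line) for the 14 WNT targets and 11 of the 12 genes of the SHH-FOXF1-BMP4 axis, ordered by mean. Array 1 lies above the other 3 arrays for Foxl1, Hhip, Foxf1, Gli1, Bmp4 and Ptch1, while Shh lies above 0 on all arrays.

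Of the 19 other lists, 11 passed camera after adjustment over the 21 lists. With fry 13 of the 21 lists passed, among them both lists above. Smooth muscle genes passed camera but not fry (adjusted p = 0.0674), and aryl hydrocarbon receptor genes passed fry but not camera. With an estimated correlation none of the 21 passed. The lowest adjusted p was then 0.311, for a test that estimates a correlation from 2 residual degrees of freedom per gene. For each of the 21 lists the median, the mean and the direction of the test had the same sign.

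The signalling lists moved differently. All 8 BMP target genes were lower, also when adjusted over the list alone, with a median of -0.54 (adjusted p = 9.27e-08). Id4 fell by 1.48 (SD 0.10), Msx2 by 0.98 (SD 0.15) and Id2 by 0.87 (SD 0.05), while Msx1, Smad6, Id3, Id1 and Smad7 changed by between -0.58 and -0.31. FGF target genes had a median of 0.23 (adjusted p = 0.00196), with 3 of 6 higher over all genes and 5 when adjusted over the list alone. Spry1 rose by 1.02 ± 0.13 and Spry2 by 0.82 ± 0.04, and Dusp6 by 0.31 ± 0.13. Genes of retinoic acid synthesis and response went both ways and the list did not pass (adjusted p = 0.700). Aldh1a2 (0.63 ± 0.11), Aldh1a3 (0.60 ± 0.24) and Aldh1a1 (0.40 ± 0.21) were higher, and Stra6 (-1.23 ± 0.14) and Rarb (-0.38 ± 0.13) were lower. The list of WNT ligands and secretion genes did not pass either (adjusted p = 0.771). Within it Wnt11 was higher (0.55 ± 0.09), as were Wnt7b (0.21 ± 0.06) and Wnt9b (0.17 ± 0.08), and Wnt5a (-0.38 ± 0.07) and Wnt4 (-0.27 ± 0.07) were lower. The calls of Wnt5a, Wnt4, Wnt7b, Wnt9b and Wnt11 were lost when the 8 channels were treated as separate samples, and that of Wnt9b also under 6 other alternatives. The counts of each of these 2 lists, 2 lower and 3 higher, were the same when adjusted over the list alone.

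To compare the short inhibition with the genetic loss of mesenchymal WNT signalling, the transcription factor genes that the study named for ureters lacking Ctnnb1 in the mesenchyme were taken as lists. The study read these changes from RNA in situ hybridisation on mutant embryos of a later stage. Lost there and lower here are therefore unlike measures. Of 15 mesenchymal factors lost there, 13 were lower with IWP-2, also when adjusted over the list alone (median -0.58, adjusted p = 3.68e-09). Lef1, Foxf1 and Id4, also lost there, are members of other lists and were left out. Ahr changed by -2.31 ± 0.14, Pou3f1 by -1.78 ± 0.24, Zfp536 by -1.30 ± 0.25, Tcf12 by -1.27 ± 0.18, Snai1 by -1.21 ± 0.35 and Hopx by -1.20 ± 0.30. Tbx18, Myocd, Sox9, Zeb2, Gata2, Dach1 and Gata6 changed by between -0.74 and -0.14. Of these, Dach1 and Gata6 lost their calls under 7 and 8 alternatives. Sox9 differed most between arrays, at -0.57 ± 0.58 with a rise of 0.23 on array 2. The 5 epithelial factors lost or reduced in the mutant, without Msx2, which is among the BMP targets, did not pass as a list (median 0.11, adjusted p = 0.240), and Foxa1 alone was past the test (0.24 ± 0.18). The 5 epithelial factors gained in the mutant passed (median 0.20, adjusted p = 0.0111), with 4 of 5 higher, among them Emx2 (0.63 ± 0.15), Pax8 (0.40 ± 0.25) and Lhx1 (0.19 ± 0.10). This list no longer passed (adjusted p = 0.0742) when only probes with a mean processed signal over 100 were kept. The counts of both epithelial lists were the same when adjusted over the list alone.

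Smooth muscle genes had a median of -0.46 (adjusted p = 0.00212), and 6 of 7 were lower. Cnn1 changed by -0.98 ± 0.29, Actg2 by -0.87 ± 0.38, Tagln by -0.73 ± 0.23, Acta2 by -0.46 ± 0.23, Synpo2 by -0.28 ± 0.11 and Myh11 by -0.18 ± 0.13. The call of Myh11 was lost under 6 alternatives. Proliferation genes had a median of -0.25 (adjusted p = 0.000651) and 7 of 10 were lower, with Mcm5 (-0.49 ± 0.22), Mcm2 (-0.44 ± 0.10), Pcna (-0.37 ± 0.08), Bub1 (-0.31 ± 0.21), Aurkb (-0.28 ± 0.11), Top2a (-0.21 ± 0.05) and Cdk1 (-0.17 ± 0.12). Cdk1 lost its call under 7 alternatives. For both lists the counts did not change when adjusted over the list alone.

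Lists for unspecific effects of the compound were also read. All 8 genes of sterol synthesis and uptake were higher, also when adjusted over the list alone (median 0.41, adjusted p = 3.87e-05). The highest was Idi1 (0.47 ± 0.14), and Hmgcs1, Fdps, Insig1, Lss and Sqle lay at 0.43 to 0.15. Sqle lost its call under 9 alternatives. Stress response genes had a median of 0.31 (adjusted p = 0.0111), with 6 of 8 higher and 1 lower, the same as when adjusted over the list alone. Hspa5 rose by 0.47 ± 0.02 and Trib3 by 0.47 ± 0.20, Hspa1a, Ddit3, Hmox1 and Atf3 by 0.31 to 0.32, and Asns fell by 0.26 (SD 0.15). The list did not pass with the series table (adjusted p = 0.0595). Target genes of the aryl hydrocarbon receptor moved apart. Cyp1b1 (-2.22 ± 0.29), Ahrr (-1.37 ± 0.10) and Tiparp (-0.29 ± 0.12) were lower, while Cyp1a1 (0.98 ± 0.36) and Nqo1 (0.39 ± 0.14) were higher. As a list they did not pass camera (adjusted p = 0.240). Immediate early genes did not pass (median 0.02, adjusted p = 0.407), with Junb (0.23 ± 0.08) and Fosb (0.15 ± 0.05) alone past the test. In the last 2 lists, too, the counts were the same when adjusted over the list alone.

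Markers of tissues were used to see whether the composition of the explants had changed. All 7 epithelium markers were higher, with a median of 0.30 (adjusted p = 0.000480) and a range of 0.24 for Cldn7 to 0.34 for Krt18. Epcam, Cdh1, Krt8, Cldn4 and Krt19 lay between these, and the call of Krt19 was lost under 6 alternatives. The 6 mesenchyme markers did not pass as a list (median 0.11, adjusted p = 0.258), and Pdgfrb alone was past the test (0.80 ± 0.07). Blood markers (median 0.21, adjusted p = 0.0154, 3 of 6 higher) and endothelium markers (median 0.19, adjusted p = 0.0148, 4 of 6 higher) passed camera. Past the test were Hba-a1, Hba-x and Hbb-b1 (0.27 to 0.30) in blood and Cldn5, Cdh5, Pecam1 and Kdr (0.15 to 0.37) in endothelium, of which Kdr lost its call under 11 alternatives. Nephron progenitor markers (median 0.22, adjusted p = 0.0534) and neural crest markers (median 0.15, adjusted p = 0.0643) did not. Among the former, Six2 was higher (1.14 ± 0.27) and Crym lower (-0.96 ± 0.45), and a second, dimmer probe of Six2 rose by 0.35 ± 0.17. Meox1, Osr1, Eya1 and Cited1 (0.16 to 0.39) were higher too, as was Ret (0.28) among the neural crest markers. Cited1 lost its call under 9 alternatives. Eya1 lost its call under 6 and lay at -0.07 on array 3. When adjusted over the list alone, 4 blood and 4 neural crest markers were higher, and the counts of the other marker lists stayed at 7 epithelium, 1 mesenchyme, 4 endothelium and 5 nephron progenitor markers higher and 1 nephron progenitor marker lower. The median of all genes stayed between -0.01 and 0.01 on the log2 scale under each scaling.

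**Figure D4:**
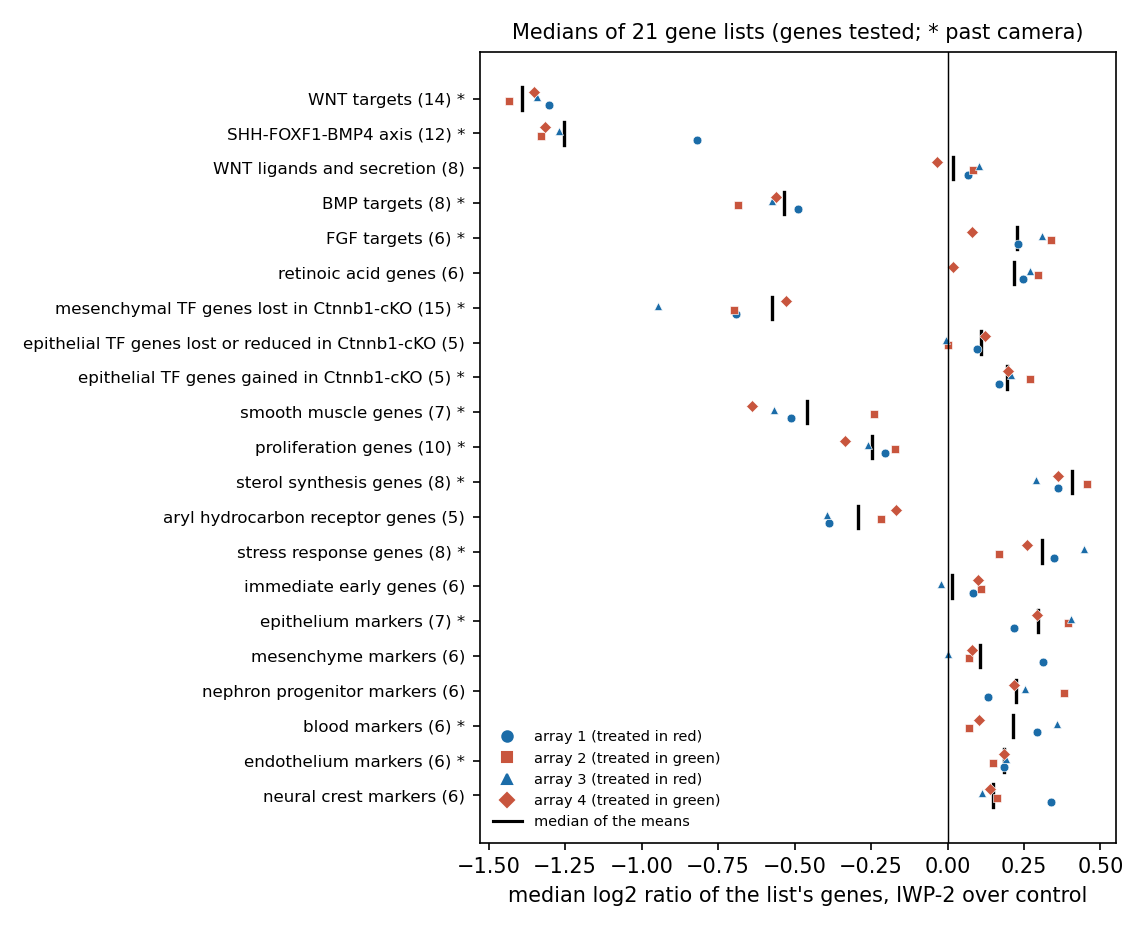
Median log2 ratio of IWP-2 over control of each of the 21 gene lists on each of the 4 arrays (symbols, coloured by dye order) and the median of the genes' means (line), with the number of genes tested in brackets and a star for lists past camera. WNT targets and the SHH-FOXF1-BMP4 axis lie lowest, at -1.39 and -1.25, and sterol synthesis genes lie highest, at 0.41.

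Where a gene had several probes above background, they mostly gave the same direction. Of 86 further probes of the 2-fold set, 85 had the same sign as the probe used, 1 had the opposite sign and 20 gave less than 0.5 of the change.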

Values the study reported

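For E12.5 explants under IWP-2, the study reported 24 genes with increased and 112 genes with decreased expression under its filter of intensity and fold change. Its methods give n = 4 for this stage, with 23 or more ureters per pool, while its results speak of 2 arrays per stage.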

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

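The test of a general compression on array 1 and the shuffling of second probes were chosen only after the results they measure were seen.

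Among 140 named genes and 21 lists, an array was singled out where it lay far from the other 3 relative to their whole range. Chance alone does this in about 1 of 20 groups, so 7 genes and 1.05 lists are the number chance gives, against 3 genes and 2 lists found. Of these 5 cases, 3 concern array 1 and 2 concern array 2. No biological explanation was tested, as all arrays compare the same 2 treatments.

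On array 1 the median of the SHH-FOXF1-BMP4 axis was -0.82, against -1.27 to -1.33 on the other arrays. Bmp4, a member of this list, was -1.13 on array 1 and -1.35 to -1.37 elsewhere, so that these 2 cases overlap. A compression of all ratios on array 1 would shrink WNT targets by the same proportion. The 11 WNT targets that fell kept a median share of 0.913 of their fall, and the 8 SHH axis genes kept 0.679 (exact permutation p = 0.0388 over 75582 splits). This p rests in part on single genes, and with 7 of the 8 genes the permutation p was 0.117. Among genes at least 2-fold lower, the 7 of the axis had a median share of 0.705 and the 158 others had 0.891, and 57 of 10000 random draws of 7 genes were as low. A general compression therefore does not account for the whole difference. A difference between the pools of array 1 stays open. An error confined to the probes used would not be shared by second probes, which were read after this result was seen. Those of Foxf1 (-1.27 on array 1, -1.71 or lower elsewhere) and Hhip (-2.41, -3.14 or lower elsewhere) also fell least on array 1. This argues against such an error for Foxf1 and Hhip. The second Ptch1 probe hardly set array 1 apart (-1.18, against -1.19 on array 4). For Bmp4, Foxl1 and Gli1, without a second probe above background, such an error stays open.

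The remaining cases are Snai1, at -0.69 on array 1 against -1.33 to -1.43 on the others, Dmrt2, at 1.52 on array 2 against 1.32 to 1.35, and the endothelium markers, at 0.15 on array 2 against 0.18 to 0.19. An error in the spots of 1 probe would not be shared by a second probe. None of the 3 genes has a second probe above background, so the test was run on all genes with an array set apart in the same way. In 75 of 246 such genes, 30.5%, a second probe had its extreme on the same array and side, where 1 in 8 is chance for 4 arrays and 2 sides (one-sided exact binomial p = 9.08e-14). With second probes shuffled between genes the mean was 12.7% and the highest of 10000 shuffles was 20.3%. Spot-level error is therefore not the whole cause over these genes, but a second probe did not share the extreme in most of them. For Snai1, Dmrt2 and Bmp4, spot-level error and a true difference of 1 array cannot be told apart, as they have no second probe.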

How the results depend on the processing

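No alternative was chosen after the data were seen. Of 140 named genes 134 passed the test. None of them changed direction in the 17 alternatives that refit single genes, and 75 passed in all of these. Of the 20 genes past the test in the lists WNT targets and SHH-FOXF1-BMP4 axis, 17 passed in all. The 165 and 39 genes at least 2-fold changed kept their direction wherever they were tested. Most calls were lost with the series table (48 genes), with channels as separate samples (33) and without the dye term or without array 3 (14 each). Array weights and 2 dye-swapped pairs moved no count by more than 1.5 times. A slide or scan block could not be fitted, as there is 1 of each.

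With the processed signals 255 genes were at least 2-fold lower and 95 higher, against 165 and 39. With the series table, whose values have 1 decimal, 2050 genes were lower and 1833 higher, against 3355 and 4063. The 8 channels as separate samples with no replicate block, which leaves the pairing on an array out, gave 2064 and 2031. It also took the camera call from the blood markers (adjusted p = 0.213) and the stress response genes (adjusted p = 0.0513). In the other direction, nephron progenitor and neural crest markers passed camera under some alternatives, and the epithelial factors lost or reduced in the mutant passed with the mean of all probes (adjusted p = 0.0493). Leaving out 1 array gave 2160 to 2794 lower and 2863 to 3327 higher genes, with 153 to 181 and 36 to 44 at least 2-fold changed. The lowest count of lower genes came without replicate 3. Fewer arrays leave fewer degrees of freedom.

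With an estimated correlation, WNT targets (median -1.39, adjusted p = 0.311), the SHH-FOXF1-BMP4 axis (median -1.25, adjusted p = 0.342) and all others, 0 of 11, lost their calls. The SHH-FOXF1-BMP4 axis without the genes the study picked reversed, to a median of 0.037, by construction, as the 8 genes that fell were left out.

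The study's filter gave 96 lower and 21 higher genes. Arrays 1 and 2 alone gave 34 higher genes. A mean over 2-fold gave 155 lower and 45 higher, and 1.5-fold on each array gave 195 and 103. An intensity over 100 in both channels gave 59 lower genes, as genes silenced in 1 channel are lost. Leaving out 1 array gave 101 to 119 lower and 22 to 27 higher. Unless a cause is named above, the cause was not tested. Signal over background limits the ratios of dim probes, which are understated.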

Other observations

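The tests of RNA shared between arrays, of a smaller share of mesenchyme, of a larger share of epithelium and of aryl hydrocarbon receptor activity were chosen only after the results they measure were seen.

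Exchanging which channel of an array is called treated gives 7 choices that the dye term leaves distinct. Only 1 of the 7, the real one, gave as many genes past the test, and the others gave 0. With 7 choices the smallest possible share is 0.143, so that this count alone cannot exclude chance.

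Sex was not determined for the pools. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, chosen after their values were seen, differed between arrays, with Ddx3y at 0.21, 0.91, -1.20 and 0.20 on arrays 1 to 4. Pools with different shares of male embryos would show Y-linked genes and Xist in opposite directions. Over the 8 pools their r was -0.50 (exact permutation p = 0.209). Without the 2 pools farthest from the median in Y-linked level, r over the other 6 was -0.930 (exact permutation p = 0.0111). The result thus depends on 2 pools, and the explanation stays open. No biological effect of sex was tested.

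The same genes bear on whether arrays shared RNA. If arrays 1 and 4 and arrays 2 and 3 were dye swaps of the same RNA, a contrast of the Y-linked probes would be 0. Its median was 5.29 SDs of probes of like brightness, and 4 of 5 probes lay beyond 3 SDs, which argues against it. For arrays 1 and 2 with arrays 3 and 4 the median was 2.15 SDs, with 2 of 5 probes beyond 3 SDs. This contrast alone thus leaves this pairing open. Interferon-induced genes, described below and chosen after their values were seen, argue against it for arrays 3 and 4. The median of 13 such genes was 0.34 on array 3 and 1.23 on array 4. A dye bias would set arrays 1 and 2 apart in the same direction, but their medians were 0.43 and 0.25. Shared RNA on arrays 1 and 2 would leave only the dye bias of both arrays between them. Over all genes the dye term had an SD of 0.096. All 5 Y-linked probes were lower on array 1 than on array 2, as for Ddx3y (0.21 against 0.91) and Kdm5d (-0.01 against 0.58). Both Xist probes lay the other way (-0.31 against -0.91 and -0.17 against -1.05). This argues against shared RNA there, unless these probes carry an unusual dye bias. With shared RNA the 4 arrays would hold fewer than 4 independent pools per treatment and the p values would be too small.

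Interferon-induced genes, noticed after their values were seen, were higher on array 4, with a median of 1.23 over 13 genes against 0.25 to 0.43 on the other arrays. Noise in these few probes was tested with a second list of 29 genes. Its excess on array 4 was 0.15, above the highest of 10000 random lists (0.12). A low level in the control pool of array 4 was also tested. The treated pool lay 0.146 above the other treated pools, so that a low control does not account for it. On the other arrays these genes were also higher with IWP-2, with medians of 0.12 to 0.17 for the second list, whose members went both ways. The cause of this shared rise was not tested. For the excess on array 4, an interferon response in its treated pool may remain, as a hypothesis from 1 pool.

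Epithelium markers were higher with IWP-2. With a smaller share of mesenchyme, mesenchyme markers should fall, but their median was 0.11 with members going both ways, which leaves the explanation open. A larger share of epithelium would raise Shh no more than the epithelium markers. On the mean Shh lay 0.20 above the highest of the 7 markers. It lay above all 7 on 3 of 4 arrays, and above their median on 4 of 4 (gap 0.21 ± 0.07), so that the share of epithelium does not account for its whole rise. The hypothesis that Shh rises within epithelial cells was not tested.

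A chance choice of members was tested for the sterol list with 16 further sterol genes. Their median was 0.24, with 11 higher and 1 lower, and the list passed camera and fry, which chance membership does not explain. Whether lower WNT signalling or another effect of IWP-2 raises them was not tested. For the aryl hydrocarbon receptor, whose gene Ahr fell, lower activity would lower Cyp1a1 with Cyp1b1 and Ahrr. Cyp1a1 was 0.98 higher, so that lower activity does not account for the list as a whole.

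Probes of 1 gene differed in the size of the change. If ratios of dim probes are compressed, the dimmer probe should give the smaller change. It did so in 40 of 53 genes, 75.5% (exact binomial p = 0.000269), and the ratio fell with the gap in brightness (Spearman rho = -0.345, permutation p = 0.0118). Compression of dim probes is consistent with this but does not cover every gene. Arrays with the same dye order resembled each other. The bases of the probe explained 6.85% of the variance of the dye term and 0.0679% of that of the treatment term, in line with a dye bias that depends on the probe. No biological explanation was tested for these 2 patterns.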
